A study of Homo sapiens with 60 samples. Its data were reported in "Duodenal mucosal mitochondrial gene expression is associated with delayed gastric emptying in diabetic gastroenteropathy" (2021).

How the data were processed

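RNA sequencing was analysed in 60 duodenal mucosal biopsies, 39 from patients with diabetes mellitus (DM) and 21 from healthy controls. The groups were taken from the disease state given for each sample, and the numbering of the samples within a group only names them. The patients are those of a study of diabetic gastroenteropathy (DGE), upper gastrointestinal symptoms with or without delayed gastric emptying in diabetes. Type of diabetes, gastric emptying, neuropathy and microRNA were not analysed here.

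Per the labels, the authors extracted RNA from frozen biopsies, prepared libraries with a stranded total RNA kit and sequenced paired-end reads. The authors processed the reads with the MAPR-Seq pipeline against the Ensembl release 78 transcriptome of GRCh38. The versions of the aligner and the counter, and whether counting used the strand, are not stated. The deposited table holds, for every gene and library, a count of reads as a whole number, not normalized. It also holds, per the file headers, an RPKM, which is the count per kilobase of the gene's exonic length and per megaread of the library. The deposited exonic length of each gene was used for the checks of gene length and has no other role. The RPKM was not tested. It was used only to recover the library total by which the authors divided. Of 636683 RPKM values of genes with large counts, 95.27% gave a library total within 0.1% of the median for that library. This total was always larger than the sum of the gene counts. The sum of the gene counts divided by it is called here the share of reads assigned to genes; what the remaining reads are (introns, unannotated sequence or ribosomal DNA, for example) is not known from the table.

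The table had 64253 rows, of which 3974 lie on alternative contigs and hold 0 counts. These were left out, which left 60279 genes, of which 55629 had at least 1 count. All per-sample columns were matched to a sample. Overlapping genes can share reads, since 8 genes carried counts identical to those of another gene in every library. Genes with near-identical copies and genes that overlap on the opposite strand are uncertain for the same reason. Gene type and GC content came from GENCODE release 44, matched on the stable gene identifier; 93.1% of the genes had a type there. Coordinates are those of the deposited table on GRCh38. No pair of libraries was a duplicate: the smallest chi-square per degree of freedom between any pair, over gene counts, was 49.62.

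The libraries held between 49.2 and 197.8 megacounts. At this depth the 95% Wilson interval of a share in a single library was at most ±0.0063 percentage points for the mtDNA share, ±0.0032 for the share of the 28S fragment and ±0.01 for the share of reads assigned to genes. The reads carried no molecular identifiers, so these intervals cover counting error only. The difference between donors, not the depth, set the precision of the comparisons.

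Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the group, which left 32899 genes. Library sizes were scaled by the trimmed mean of M values (TMM). The quasi-likelihood F test (robust dispersion and robust quasi-likelihood fit, two-sided) compared all 39 DM with all 21 control libraries without covariates, as the study named none. P values were adjusted by the Benjamini-Hochberg method, and a false discovery rate (FDR) under 0.05 was the threshold. Standard errors (SE) of log2 fold changes (log2FC) were taken from the F statistic. Values per gene are TMM-scaled counts per megacount of library (CPM), as mean ± SD. The same code was tested on simulated counts of 32899 genes in 60 libraries, of which 200 genes were changed by a log2FC of 1 in either direction. It recovered 187 of them (93.5%) among 195 calls, of which 8 were false. The changed genes were drawn above a floor of expression, and counts were drawn independently between genes. Smaller changes and technical differences between the groups were not simulated, so these rates do not carry over to the calls in the real data.

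Gene lists were written before the data were examined: the 13 protein-coding, 2 rRNA and 22 transfer RNA (tRNA) genes of mitochondrial DNA (mtDNA); 79 nuclear DNA (nDNA) genes for subunits of the oxidative phosphorylation (OXPHOS) complexes I to V; 47 genes for proteins of the large (60S) and 32 of the small (40S) ribosomal subunit; and 36 proteasome genes. Lists named mitochondrial stress response (14 genes), mitophagy (6), ubiquitin (6) and translation (6) were copied from the study, which picked them on these same samples, so calls in them are not independent evidence. All the genes of these lists were matched to the table. A further 18 lists of cell type and response markers were used only in the closing observations, and 1 gene of the Paneth cell list was not used because its symbol was not matched. Lists were tested as sets with camera in limma 3.58.1 on log2 CPM (prior count 2), with a preset inter-gene correlation of 0.01 and adjustment over 10 lists; fry and an estimated correlation were run beside it. Set tests left out the 2 mtDNA rRNA genes, which are too few for a set.

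The mtDNA share is the percent of all gene counts on the 37 mtDNA genes. OXPHOS PC1 is the first principal component of the OXPHOS genes past the threshold, after each gene's log2 CPM was turned into normal scores by rank over the libraries (a probit transform), centred and scaled. Its sign was set so that nDNA genes load positive and its scores were divided by their SD. A list level is the mean log2 CPM over the genes of a list in a library. It was added after the results were seen, because genes of a list move together. Libraries were permuted (residuals, where there was a covariate) for 4 lists in 5 fits, 20 tests in all, and p was adjusted over the 4 lists of a fit. The rule first written for reading these tests used an unadjusted p under 0.05. The adjusted p was put in its place after the values were seen, which changed the reading of 2 tests: the ribosomal proteins among libraries with a 28S share under 0.1% (p = 0.0406, adjusted p = 0.0813) and the mtDNA protein-coding list with the share of reads assigned to genes as a covariate (p = 0.0213, adjusted p = 0.0852). The level of the mtDNA protein-coding list relative to the median gene of the same library, which no library scaling changes, was tested in the same way and also added after the results were seen. A family score is the mean z-score of log2 CPM over the genes of a list, within 1 group. Differences between groups and correlations were tested with two-sided permutation tests of 100000 resamples, whose smallest possible p is 1e-05. Correlations are Pearson's r and Spearman's rho, adjusted over the 30 relations computed.

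Genes are named by a rule fixed before the data were examined. It takes the mtDNA protein-coding and rRNA genes, any gene of the lists copied from the study, the 3 genes with the smallest p of the nDNA OXPHOS, ribosomal protein and proteasome lists, and the 5 genes with the largest positive and the 5 with the largest negative log2FC. These last had to be autosomal protein-coding genes past the threshold with a mean log2 CPM of at least 1, and immunoglobulin, T cell receptor and HLA genes were left out.

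The counts in the table also include a 432-base annotated fragment of 28S rRNA, RNA28S5, part of the large cytoplasmic ribosomal RNA. Ribosomal RNA is meant to be kept out of such libraries, so its share of the counts was taken as a technical measure of a library. After its values were seen, libraries were divided at a share of 0.1%, and every comparison was computed again within the libraries under it (39 DM and 10 control). No DM library had a higher share, so the comparison cannot be made among the others. The numbers that open the sample titles, 4 in each group and not shared between the groups, have no stated meaning and served only as cells in an alternative model.

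Alternatives chosen before the data were examined were DESeq2 size factors, total counts as library sizes, scaling computed without the mtDNA genes, no expression filter, a filter of at least 1 CPM in at least 21 libraries, protein-coding genes only, edgeR's exact test, the DESeq2 1.42.0 Wald test, limma voom with sample weights, 2 surrogate variables from sva 3.50.0, log2 library size as a covariate, the title numbers as cells, removal of each library's trend on gene length, and leaving out each library in turn. Chosen after the data were seen were the libraries with a 28S share under 0.1%, the log2 28S share as a covariate, the share of reads assigned to genes as a covariate, and both covariates together.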

Results

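Expression was measured by total RNA sequencing of duodenal mucosal biopsies from 39 patients with DM and 21 healthy controls, 1 library per sample. Mean library size was 113 ± 26.7 megacounts (Mcounts) in DM (SD, n = 39) and 118 ± 31.7 Mcounts in controls (SD, n = 21), and the difference was within the spread between libraries (permutation test, two-sided, p = 0.555). The question was which genes, and in particular which mitochondrial genes, are expressed differently in the mucosa of these patients.

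The libraries differed in ways that the labels do not give. The share of counts on RNA28S5, the annotated 28S rRNA fragment, was between 0.0016% and 0.0551% in the 39 DM libraries. It lay in a similar range, between 0.0042% and 0.0991%, in 10 control libraries and between 0.17% and 2.25% in the other 11. The share of reads assigned to genes was 62.8% ± 4.92 in DM (SD, n = 39) and 55.3% ± 8.44 in controls (SD, n = 21), a difference of 7.57 percentage points (permutation test, two-sided, p = 6e-05, adjusted p = 0.000165 over 11 comparisons). It was above the control median in 34 of 39 DM libraries. Among libraries with a 28S share under 0.1% the difference was 3.72 percentage points, from 59.1% ± 5.64 in 10 controls (p = 0.043, adjusted p = 0.0676). Both measures therefore vary with the group. Values within the libraries with a 28S share under 0.1% are given beside those over all libraries.

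Of 32899 genes tested, 2642 passed an FDR of 0.05 when DM was compared with control (edgeR quasi-likelihood test). An absolute log2FC of at least 1 was rare, in 72 genes, and the directions were nearly balanced under TMM, with 1328 genes higher in DM and 1314 lower. Restricted to the libraries with a 28S share under 0.1%, 387 genes passed the threshold, 84 higher and 303 lower, of which 231 were among the 2642. The alternative that changed the count most was the share of reads assigned to genes as a covariate, which left 4 genes: RNA28S5, another annotated rRNA fragment, the mtDNA pseudogene MTATP8P1 and 1 gene without a type in the annotation. They were named after their values were seen. With total counts in place of TMM the split moved from 50.3% to 15.9% higher (581 higher, 3082 lower), because the median log2FC of all genes moved from −0.02 to −0.11.

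The first comparison concerned genes encoded by mtDNA. The 37 mtDNA genes took 1.53% ± 0.326 of the counts in DM (SD, n = 39) and 2.68% ± 1.53 in controls (SD, n = 21), a difference of −1.15 percentage points (permutation test, two-sided, p = 2e-05, adjusted p = 7.33e-05). The share was below the control median in 35 of 39 DM libraries. Without the mtDNA rRNA genes in numerator or denominator the difference was −0.475 percentage points (p = 1e-04, adjusted p = 0.00022). In the 11 control libraries with a 28S share of at least 0.1% the mtDNA share was 3.48% ± 1.73 (SD), and in the other 10 it was 1.79% ± 0.489 (SD). Against the latter the difference fell to −0.259 percentage points (p = 0.0494, adjusted p = 0.0679), and 25 of 39 DM libraries were below their median. Of these 10 controls, control replicate 1 had the largest share, 2.95%, and it was not left out in turn within this comparison. With the share of reads assigned to genes as a covariate, the difference was −0.412 percentage points (p = 0.0663).

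**Figure D1:**
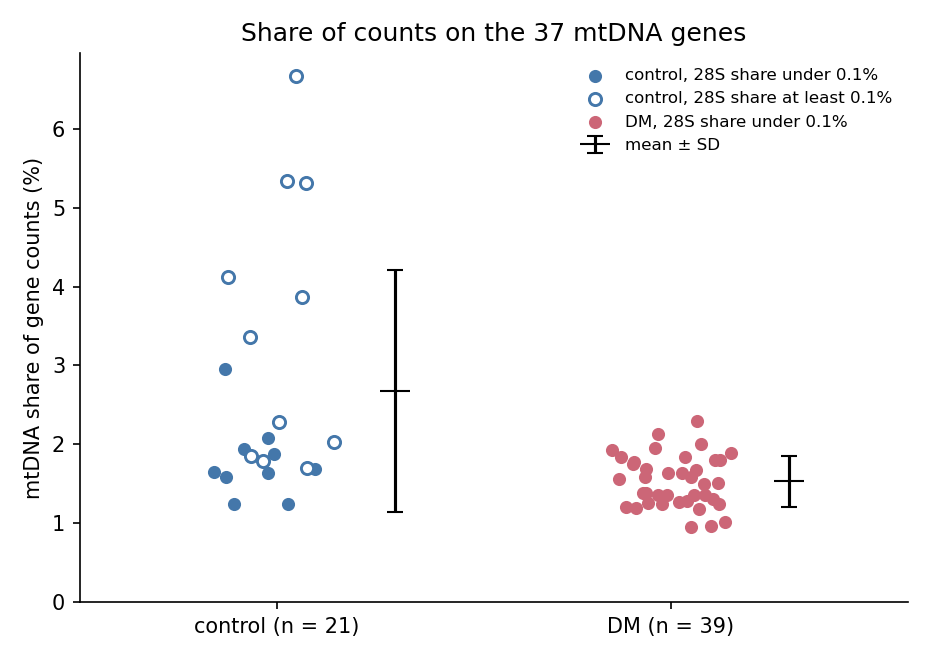
Percent of gene counts on the 37 mtDNA genes in each library (points) of the control and DM groups, with the group mean ± SD beside them; open points are control libraries with a 28S rRNA share of at least 0.1%. The DM libraries averaged 1.53% and the controls 2.68%, and all libraries above 3% are open points.

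Tested one by one, every protein-coding gene of mtDNA except MT-CO3 passed the threshold (12 of 13), as did MT-RNR1 and MT-RNR2, while among the tRNA genes 9 of 22 did; each of these was lower in DM. Adjusted over each list alone, 12 protein-coding, 2 rRNA and 12 tRNA genes passed. The median log2FC was −0.96 for the protein-coding genes, −1.87 for the rRNA genes and −0.37 for the tRNA genes, of which 20 of 22 were negative. Under total counts all 13 protein-coding genes were negative and 12 passed the threshold. The largest reduction was in MT-RNR1 (ENSG00000211459, chromosome M, 648 to 1601), the small mitochondrial rRNA, at 420 ± 117 CPM in DM and 2150 ± 3350 in controls (log2FC −2.36, SE 0.28, adjusted p = 1.1e-07). All 39 DM libraries were below the control median. MT-RNR2 (ENSG00000210082, chromosome M, 1671 to 3229), the large mitochondrial rRNA, was at 2780 ± 764 CPM in DM and 7280 ± 7770 in controls (log2FC −1.39, SE 0.22, adjusted p = 0.00016).

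Among the protein-coding genes, those of the ATP synthase were reduced most clearly. MT-ATP8 (ENSG00000228253, chromosome M, 8366 to 8572) was at 27.7 ± 9.38 CPM in DM and 63.5 ± 48.4 in controls (log2FC −1.20, SE 0.16, adjusted p = 4.2e-06), below the control median in 37 of 39 DM libraries. MT-ATP6 (ENSG00000198899, chromosome M, 8527 to 9207), which overlaps MT-ATP8 so that reads in the overlap can count for either, was at 205 ± 66.9 and 400 ± 226 CPM (log2FC −0.96, SE 0.14, adjusted p = 2.6e-05). Of the complex I genes, the log2FC was −1.19 for MT-ND1, −1.12 for MT-ND6, −1.11 for MT-ND5, −1.09 for MT-ND4L, −0.97 for MT-ND2, −0.93 for MT-ND4 and −0.48 for MT-ND3, with SE between 0.13 and 0.21 and adjusted p between 0.00034 and 0.013. It was −0.76 (SE 0.15) for MT-CYB. The complex IV genes, the most abundant, changed least: −0.34 (SE 0.09) for MT-CO1 and −0.33 (SE 0.11, adjusted p = 0.041) for MT-CO2. MT-CO3 did not differ beyond its error (−0.12, SE 0.09, adjusted p = 0.462).

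Within the libraries with a 28S share under 0.1%, the rRNA genes no longer passed the threshold: the log2FC was −0.36 for MT-RNR1 (SE 0.17, unadjusted p = 0.0443, adjusted p = 0.279 in edgeR) and −0.11 for MT-RNR2 (SE 0.18, adjusted p = 0.804). None of the 22 tRNA genes passed it, against 2 lower and 3 higher at an unadjusted p under 0.05. The median log2FC of the protein-coding genes was −0.57, all 13 were negative, 9 had an unadjusted p under 0.05, and 3 passed the threshold: MT-ATP8 (−0.86, SE 0.17, adjusted p = 0.0119), MT-ATP6 (−0.73, SE 0.16, adjusted p = 0.0257) and MT-ND4L (−0.72, SE 0.20, adjusted p = 0.0489). With the share of reads assigned to genes as a covariate none of the 13 passed the threshold, the median log2FC was −0.29 and 7 had an unadjusted p under 0.05.

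**Figure D2:**
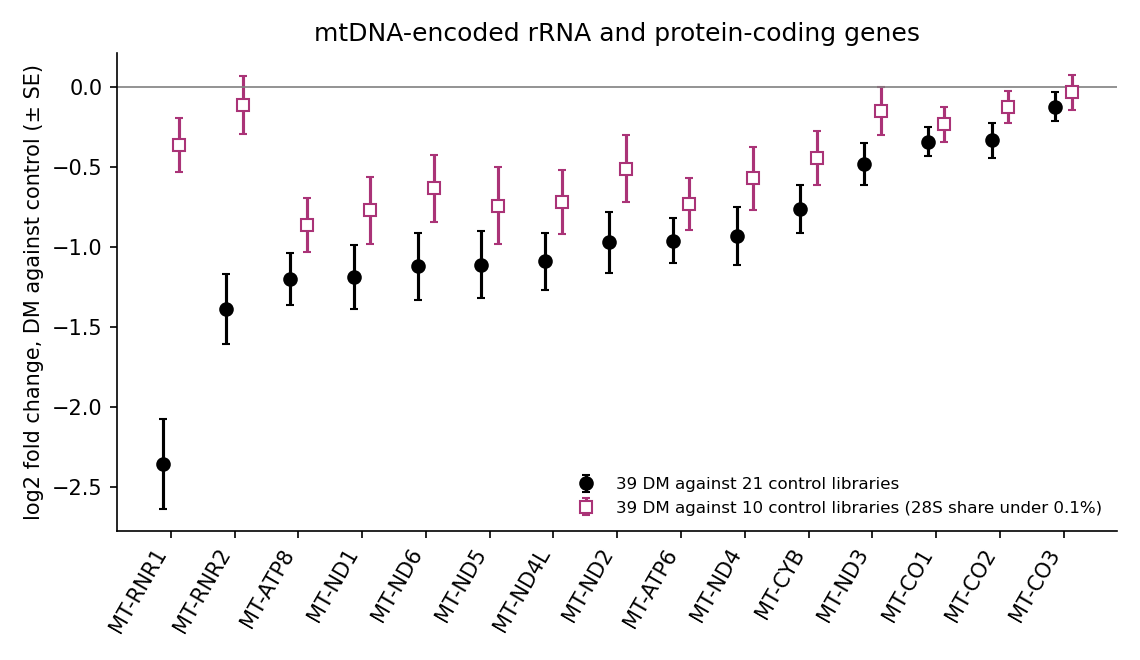
Log2 fold change ± SE of the 2 rRNA and 13 protein-coding genes of mtDNA in DM against control, over all libraries (filled circles, 39 against 21) and over those with a 28S rRNA share under 0.1% (open squares, 39 against 10). MT-RNR1 moved from −2.36 to −0.36 and MT-ATP8 from −1.20 to −0.86.

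The next comparison concerned nDNA genes that encode OXPHOS subunits. Of 79 such genes, 46 were higher in DM and 0 lower; adjusted over the list alone, 66 were higher. All 79 had a positive log2FC under TMM, while 6 turned negative under total counts. Changes were modest, with a median log2FC of 0.27 and a range of 0.05 to 0.46. By complex, 23 of 37 genes of complex I, 1 of 4 of complex II (SDHD, chosen for naming after its values were seen), 4 of 9 of complex III, 7 of 12 of complex IV and 11 of 17 of complex V were higher. The 3 genes with the smallest p were NDUFB2, UQCR11 and NDUFA8. NDUFB2 (ENSG00000090266, chromosome 7, 140690777 to 140722790), a complex I subunit, was at 56.0 ± 9.72 CPM in DM and 42.9 ± 10.7 in controls (log2FC 0.38, SE 0.08, adjusted p = 0.00225), above the control median in 37 of 39 DM libraries. UQCR11 (chromosome 19), of complex III, had a log2FC of 0.46 (SE 0.10, adjusted p = 0.00383) and NDUFA8 (chromosome 9), of complex I, of 0.35 (SE 0.08, adjusted p = 0.00559). Within the libraries with a 28S share under 0.1% the median log2FC of the list was 0.14, 72 of 79 genes were positive and 0 passed the threshold, with 26 higher at an unadjusted p under 0.05. The alternative that changed the list most was the share of reads assigned to genes as a covariate, under which the median log2FC was 0.05, 0 genes passed and 2 were higher at an unadjusted p under 0.05.

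Genes of the cytoplasmic ribosome and the proteasome were compared in the same way. Of the 47 genes for 60S and the 32 for 40S ribosomal proteins, 30 and 22 were higher in DM and 0 were lower; adjusted over each list alone, 46 and 30 were higher. The median log2FC was 0.27 and 0.30. RPL23A, RPS29 and RPS3A had the smallest p. RPL23A (ENSG00000198242, chromosome 17, 28719393 to 28724359) was at 181 ± 43.0 CPM in DM and 134 ± 21.3 in controls (log2FC 0.44, SE 0.08, adjusted p = 0.00177), RPS29 (chromosome 14) had a log2FC of 0.60 (SE 0.12, adjusted p = 0.0025) and RPS3A (chromosome 4) of 0.38 (SE 0.08, adjusted p = 0.0033). Ribosomal protein genes have many processed pseudogenes, so reads can be split between copies. Of 36 proteasome genes, 23 were higher and 0 lower (30 adjusted over the list alone), with a median log2FC of 0.26. SHFM1, PSMB3 and PSMA5 had the smallest p, with log2FC of 0.28 (SE 0.06, adjusted p = 0.00382), 0.38 (SE 0.08, adjusted p = 0.00391) and 0.33 (SE 0.08, adjusted p = 0.00758). Under total counts all 79 ribosomal protein genes stayed positive and 29 passed the threshold, and 3 of 36 proteasome genes turned negative. Within the libraries with a 28S share under 0.1% the medians were 0.24 for the 79 ribosomal protein genes and 0.15 for the proteasome genes, of which 0 and 1 (SHFM1) passed the threshold, against 47 and 11 higher at an unadjusted p under 0.05. With the share of reads assigned to genes as a covariate they were 0.10 and 0.06, and 0 genes passed, against 12 and 1 higher at an unadjusted p under 0.05.

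**Figure D3:**
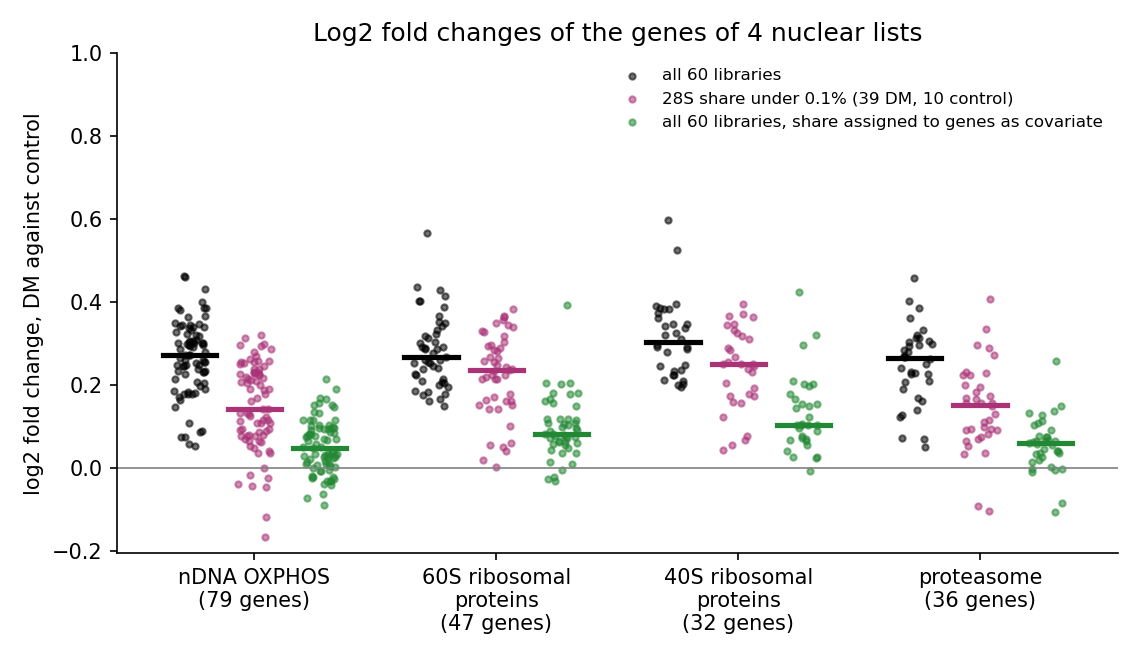
Log2 fold change in DM against control of each gene (points) of 4 nuclear lists, with the list median as a bar, in 3 fits: all 60 libraries (black), libraries with a 28S rRNA share under 0.1% (purple), and all libraries with the share of reads assigned to genes as a covariate (green). The median of the nDNA OXPHOS list was 0.27, 0.14 and 0.05 in these fits.

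By camera, 9 of 10 lists moved relative to the other genes (adjusted p from 3.62e-36 for nDNA OXPHOS to 0.0302 for mitophagy); ubiquitin was the exception (adjusted p = 0.147). The mtDNA protein-coding and tRNA lists were lower and the others higher. With the inter-gene correlation estimated from the data, 7 lists passed, with adjusted p between 0.0439 and 0.0476; mtDNA tRNA (0.195), mitophagy (0.112) and ubiquitin (0.164) did not. By fry all 10 passed. Within the libraries with a 28S share under 0.1%, 7 passed by camera with the preset correlation, and the tRNA list did not (adjusted p = 0.744).

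The lists copied from the study were picked on these samples and are not independent evidence. In the mitochondrial stress response list 10 genes were higher, among them HSPE1 (log2FC 0.36, SE 0.09, adjusted p = 0.00857) and TFAM (0.20, SE 0.06, adjusted p = 0.0227). GSTA3 was lower (−0.93, SE 0.27, adjusted p = 0.0264), and it has near-identical paralogs with which it can share reads. Its level was low, at 0.271 ± 0.189 CPM in DM and 0.521 ± 0.69 in controls. YME1L1, OMA1 and PRDX2 did not pass (adjusted p = 0.0626, 0.0527 and 0.259). In the mitophagy list PARK7 (0.38, SE 0.07, adjusted p = 0.0019), PHB2 (0.34), PARL (0.17) and 1 further gene were higher and ULK1 (−0.42, SE 0.11, adjusted p = 0.0127) and BNIP3 (−0.30, SE 0.10, adjusted p = 0.042) were lower. In the ubiquitin list UBB, UBD, UBE2T and UCHL3 were higher, UBD in only 20 of 39 DM libraries relative to the control median, and USP2 was lower (−0.46, SE 0.12, adjusted p = 0.0129), while USP6 did not pass (adjusted p = 0.0611). All 6 translation genes were higher in DM, from 0.26 for EIF3I and EIF3L to 0.52 (SE 0.14, adjusted p = 0.0186) for EIF4A1. Of these genes, OMA1 (0.33) and ULK1 (−0.51) passed within the libraries with a 28S share under 0.1%.

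Outside these lists, changes are named among autosomal protein-coding genes past the threshold with a mean log2 CPM of at least 1. The 5 largest increases of these were in NLRP2, CEL, LCN2, MFSD2A and PLIN2. PLIN2 (ENSG00000147872, chromosome 9, 19108375 to 19149290), which coats lipid droplets, was at 743 ± 606 CPM in DM and 340 ± 125 in controls (log2FC 1.13, SE 0.25, adjusted p = 0.0052), above the control median in 27 of 39 DM libraries. MFSD2A (ENSG00000168389, chromosome 1, 39955112 to 39969968), a lipid transporter, was at 62.9 ± 62.9 and 28.1 ± 16.4 CPM (log2FC 1.16, SE 0.28, adjusted p = 0.00996), above the control median in 34 of 39 DM libraries. NLRP2 (log2FC 1.59, SE 0.38, adjusted p = 0.00924) and LCN2 (1.26, SE 0.36, adjusted p = 0.0223) were above it in 33 and 32. CEL had a log2FC of 1.59 (SE 0.46, adjusted p = 0.0253), but only 23 of 39 DM libraries were above the control median and its SD in DM, 14.7 CPM, exceeded its mean of 6.26. The 5 largest decreases were in NOS2, RP1-66C13.4, MUC3A, SLC34A2 and DISP2. NOS2 (ENSG00000007171, chromosome 17, 27756766 to 27800499), the inducible nitric oxide synthase, was at 44 ± 37.8 CPM in DM and 88.1 ± 41.1 in controls (log2FC −1.0, SE 0.30, adjusted p = 0.0287), below the control median in 35 of 39 DM libraries. RP1-66C13.4 (log2FC −0.92) overlaps NOS2 on chromosome 17, from 27798806 to 27893365, so the counts of this gene are uncertain. MUC3A (−0.82, SE 0.21, adjusted p = 0.0128), which has a near-identical neighbouring paralog, SLC34A2 (−0.80, SE 0.23, adjusted p = 0.023) and DISP2 (−0.74, SE 0.17, adjusted p = 0.00683) completed the list. In the libraries with a 28S share under 0.1% all 10 kept their direction, and SLC34A2 (−1.03, adjusted p = 0.0426) and DISP2 (−0.82, adjusted p = 0.0133) passed the threshold.

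A principal component analysis summarised the 58 OXPHOS genes past the threshold, 46 nDNA-encoded and 12 mtDNA-encoded. PC1 held 73.1% of the variance and the first 3 components 89.3%. All 46 nDNA genes loaded positive and all 12 mtDNA genes negative. The PC1 score was 0.38 ± 0.86 in DM (SD, n = 39) and −0.71 ± 0.86 in controls (SD, n = 21), in SD units, a difference of 1.10 (permutation test, two-sided, p = 4e-05), and it was above the control median in 36 of 39 DM libraries. The genes were picked on the same contrast, so this p is not independent. With all 92 OXPHOS genes the difference was 1.00 (p = 2e-04). Within the libraries with a 28S share under 0.1% it was 0.80 (p = 0.0211). With the share of reads assigned to genes as a covariate it was 0.35 (p = 0.0571), which changed it most among the alternatives computed for it.

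**Figure D4:**
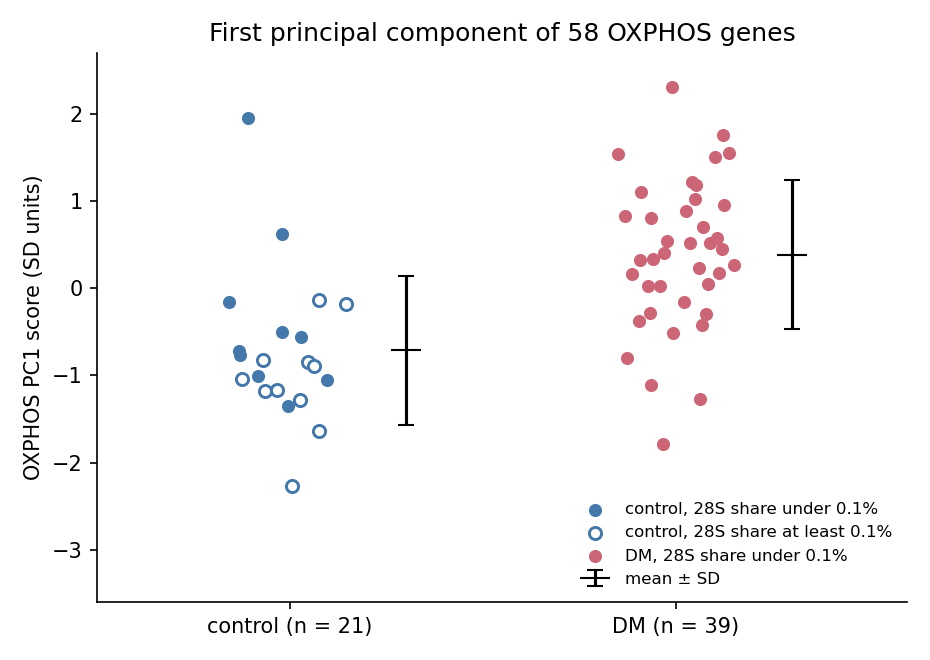
OXPHOS PC1 score of each library (points) in SD units by group, with the group mean ± SD beside them; open points are control libraries with a 28S rRNA share of at least 0.1%. The mean was 0.38 in DM and −0.71 in controls, and the groups overlapped.

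Whether the mtDNA-encoded and nDNA-encoded OXPHOS genes moved against each other between libraries was tested within each group. In DM the mtDNA score and the nDNA OXPHOS score were correlated at r = −0.36 (permutation test, p = 0.0259, adjusted p = 0.0417) and rho = −0.35 (p = 0.0283, adjusted p = 0.0472), and r was −0.37 without the 2 libraries farthest from the median mtDNA score. The relation was no longer past p = 0.05 when DM replicate 29 (r = −0.28, p = 0.0872) or DM replicate 23 (r = −0.32) was left out, and given the share of reads assigned to genes it vanished (partial r = 0.04, p = 0.798). In controls it was r = −0.28 (p = 0.21, adjusted p = 0.26) over all 21, −0.18 (p = 0.555) in the 10 with a 28S share under 0.1% and −0.17 (p = 0.622) in the other 11. The nDNA OXPHOS score rose with the share of reads assigned to genes in DM (r = 0.87, p = 1e-05, the smallest the test can give; adjusted p = 3.75e-05; rho = 0.83, p = 1e-05; r = 0.83 without the 2 libraries farthest from the median share). In controls this relation was r = 0.53 (p = 0.0266, adjusted p = 0.0417), and divided by 28S share it was 0.79 (p = 0.0112, adjusted p = 0.021) in the 10 with a 28S share under 0.1%, where it rested on 2 libraries (r = −0.35 without them), and 0.18 (p = 0.588) in the other 11, where it also depended on 2 libraries (r = 0.78 without them). All 39 DM libraries had a 28S share under 0.1%.

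**Figure D5:**
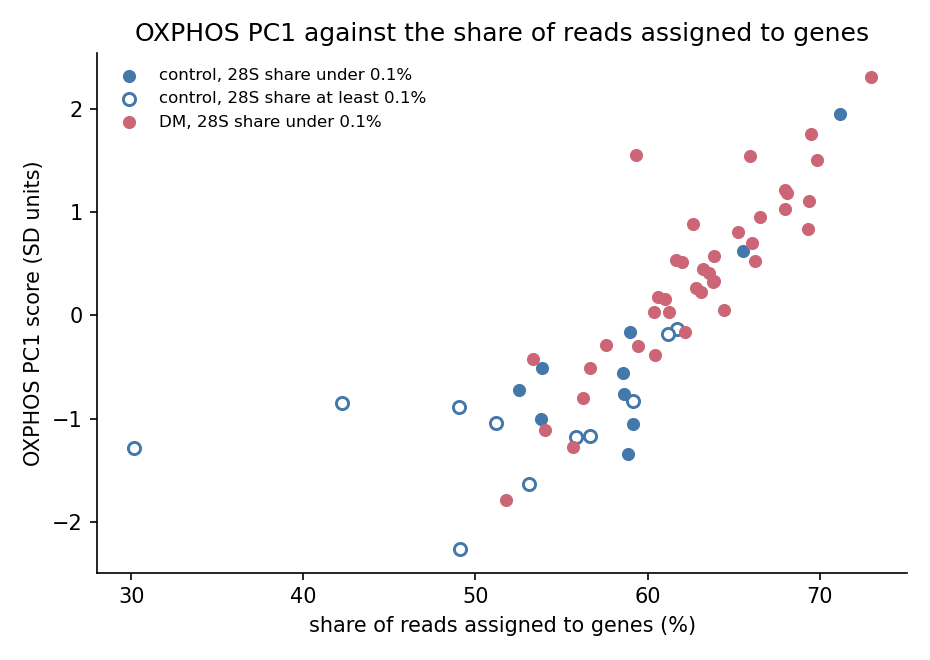
OXPHOS PC1 score in SD units against the percent of reads assigned to genes, 1 point per library; open points are control libraries with a 28S rRNA share of at least 0.1%. PC1 rose with the share in DM (r = 0.87, n = 39) and in controls (r = 0.63, n = 21).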

Values the study reported

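The paper reports 3175 differentially expressed genes in patients versus controls, of which 1558 were lower and 1617 higher, and 86 with an absolute log2FC of at least 1. It reports reduced expression of 12 of 13 mtDNA-encoded protein-coding genes, both mtDNA-encoded rRNAs and 9 of 22 mtDNA-encoded tRNAs. It gives 36 genes of the 60S and 24 of the 40S ribosomal subunit as higher in patients. Its principal component analysis used 70 OXPHOS genes, 58 nDNA-encoded and 12 mtDNA-encoded; PC1 accounted for 76% of the variability and the first 3 components for 89%.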

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

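The comparisons with the 28S share and the share of reads assigned to genes, and the tests of list levels, were chosen after the data were seen; the other alternatives were chosen before the data were examined. No paired analysis was possible because the labels pair no patient with a control.

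With DESeq2 size factors, scaling without mtDNA genes, no filter, 1 CPM in 21 libraries, the exact test, the DESeq2 Wald test, 2 surrogate variables and the length trend removed, the counts that follow stayed within 1.5 times: from 2324 to 3264 genes past the threshold, 11 to 12 mtDNA protein-coding, 37 to 57 nDNA OXPHOS, 44 to 60 ribosomal protein and 21 to 27 proteasome genes. The count with an absolute log2FC of at least 1, 72 in the report, was 719 with no filter and 39 with 1 CPM in 21 libraries, and 4 mtDNA tRNA genes in place of 9 passed with the length trend removed. Protein-coding genes alone gave 831 higher and 904 lower (1735), where the same type of gene among all genes gave 1017 and 474; scaling is then computed over these genes, whose median log2FC was −0.01 in place of 0.03. Voom with sample weights gave 5858 (2934 higher, 2924 lower), with 3 mtDNA tRNA genes lower and 1 higher in place of 9 lower. Its median log2FC was −0.95 in place of −1.87 for mtDNA rRNA and −0.69 in place of −0.96 for mtDNA protein-coding genes. The library size covariate gave 2137 higher genes. The cause of these changes was not tested. Total counts gave 581 higher and 3082 lower genes and 29 ribosomal protein genes, which follows from the shift of all genes to a median log2FC of −0.11. The title numbers as cells, which weigh small and large cells alike, gave 188 genes (119 higher, 69 lower), with 4 mtDNA protein-coding, 3 nDNA OXPHOS, 5 ribosomal protein and 1 proteasome gene.

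The technical measures also changed these counts. With the 28S share as a covariate 1031 genes passed (491 higher, 540 lower), with 2 mtDNA protein-coding, 10 nDNA OXPHOS, 18 ribosomal protein and 4 proteasome genes. Among libraries with a 28S share under 0.1%, 387 passed (84 higher, 303 lower), with 3, 0, 0 and 1 in these lists, against 9, 26, 47 and 11 at an unadjusted p under 0.05. This comparison has 11 fewer control libraries, so part of the fall can come from their number. The median log2FC was also smaller, −0.57 in place of −0.96 for mtDNA protein-coding and 0.14 in place of 0.27 for nDNA OXPHOS genes. No other sets of 10 controls were drawn, so whether this follows from the 28S share or from which controls remain is open. With the share of reads assigned to genes as a covariate 4 passed (1 higher, 3 lower), with 0 in all 4 lists, against 7, 2, 12 and 1 at an unadjusted p under 0.05. With both covariates 8 passed (3 higher, 5 lower), again 0 in all 4 lists, against 2, 31, 41 and 12. The share of reads assigned to genes differs between the groups, so the covariate also removes part of any difference due to DM.

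The mtDNA share difference was −0.412 percentage points (p = 0.0663) and the PC1 difference 0.35 (p = 0.0571) with the share of reads assigned to genes as a covariate. Under the other alternatives computed for them both kept their direction and an unadjusted p under 0.05. Neither was computed with the share of the annotated cytoplasmic rRNA fragment as a covariate, alone or beside the assigned share. Whether these differences hold under those fits is therefore not known. The correlation of mtDNA and nDNA OXPHOS scores in DM was −0.29 (p = 0.0764) under total counts, −0.19 (p = 0.256) with the length trend removed and 0.04 (p = 0.798) given the share of reads assigned to genes; the cause was not tested.

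Leaving out each library in turn gave from 1514 (without control replicate 12) to 4621 genes (without control replicate 8), from 815 to 2509 higher and from 699 to 2112 lower. The same libraries gave the lowest and highest counts of higher, lower and nDNA OXPHOS genes, and without control replicate 18 there were 835 lower genes. The cause was not tested. The lists held 11 to 12 mtDNA protein-coding, 30 to 70 nDNA OXPHOS, 38 to 62 ribosomal protein and 19 to 30 proteasome genes. The mtDNA tRNA genes past the threshold, 9 over all libraries, ranged from 5 (without control replicate 4) to 10. There were 6 without control replicate 9 or control replicate 17. The mtDNA share difference ranged from −1.22 to −0.947 and that of PC1 from 1.05 to 1.26. The correlation ranged from −0.44 to −0.28, and passed p = 0.05 except without DM replicate 29 (−0.28) or DM replicate 23 (−0.32).

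By camera, the direction of the mtDNA tRNA list relative to the other genes turned to higher with the 28S share as a covariate (adjusted p = 0.165), among libraries with a 28S share under 0.1% (0.744) and with both covariates (0.00366). Among the libraries under 0.1% its median log2FC was −0.05 with 14 of 22 genes negative. Log2FC changed sign for MT-CO3 with the 28S share as a covariate (0.07), and with both covariates for MT-CO2 (0.03), MT-CO3 (0.03), MT-RNR1 (0.07) and MT-RNR2 (0.27). It changed sign for PRDX2 among libraries with a 28S share under 0.1% (−0.02), with the assigned share as a covariate (−0.03) and with both (−0.01). The cause was not tested. Of 66 named genes, 47 were weaker with the title numbers as cells, 45 with the 28S share as a covariate, 54 with a 28S share under 0.1% (1 stronger), 61 with the assigned share and 58 with both. Under the other alternatives at most 11 were weaker. Of the 4 list levels, all past an adjusted p of 0.05 over all libraries, 0 were weaker with the 28S share as a covariate, 3 with a 28S share under 0.1%, 4 with the assigned share and 4 with both (by the unadjusted p 0, 2, 3 and 4).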

Other observations

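The tests of the 28S share, of the mtDNA pseudogene, of list levels and of the level relative to the median gene were chosen after the result they bear on was seen.

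RNA28S5, chosen after its values were seen, was the gene with the largest fall in DM, with a log2FC of −5.35 (SE 0.56, adjusted p = 2.4e-09 in edgeR), below the control median in 39 of 39 DM libraries. Among libraries with a 28S share under 0.1% it was −1.05 (adjusted p = 0.276). The study states that no ribosomal rRNA differed. Of the 3 tested genes with the type rRNA in the newer annotation, which do not include RNA28S5, 0 were higher and 0 lower. Whether the study counted this fragment as a ribosomal rRNA is not known. In the 11 control libraries with a share of at least 0.1%, the log2 28S share rose with the mtDNA rRNA score (r = 0.96, rho = 0.95, permutation test, p = 1e-05, the smallest it can give; adjusted p = 3.75e-05; r = 0.97 without the 2 libraries farthest from the median). In the other 10 controls r was −0.43 (p = 0.217) and in the 39 DM libraries 0.07 (p = 0.656). A candidate explanation for the lower mtDNA rRNA in DM is therefore carry-over of ribosomal RNA in these 11 control libraries. In the libraries under 0.1% the median log2FC of the 2 mtDNA rRNA genes was −0.24, in place of −1.87. What differed in the handling of the 11 libraries is not stated.

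For the mtDNA-encoded protein-coding genes, carry-over alone is argued against by the 3 genes that were still lower past the threshold among libraries with a 28S share under 0.1%, and by the mean log2 CPM of the list there (its level), with a difference of −0.45 (permutation test, p = 0.00594, adjusted p = 0.0238 over 4 lists; 32 of 39 DM libraries below the control median). Of the controls left there, control replicate 1 had an mtDNA share of 2.95%, against 1.243% to 2.083% in the others. How far these differences rest on that library was not tested. Reads taken up by nuclear pseudogenes are argued against by MTATP6P1 (chromosome 1, 633696 to 634376), which would then rise; its log2FC was −1.08 (SE 0.15, adjusted p = 6.2e-06), lower in 37 of 39 DM libraries. Scaling by a few abundant genes moves all genes of a library alike, and is argued against by the level of the list relative to the median gene of the same library, which differed by −0.65 (permutation test, p = 2e-05; lower in 33 of 39 DM libraries). Scaling without the mtDNA genes left the median log2FC of the list at −0.96 and that of all genes at −0.02, so it tested nothing. The share of reads assigned to genes and the group cannot be told apart here, since this share differs between the groups: with it as a covariate the median log2FC was −0.29, with 7 genes at an unadjusted p under 0.05, and the list level was −0.30 (permutation test, p = 0.0213, adjusted p = 0.0852), and −0.20 (p = 0.182) with the 28S share as a covariate too. By the unadjusted p first written down as the measure, the former would speak against this share as the whole cause. A difference due to DM also remains open. By electron microscopy the paper reports fewer mitochondria per field in patients than in controls. Among patients it found this density correlated with most of the reduced mtDNA OXPHOS genes. Those images were not analysed here.

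The rise of nDNA OXPHOS, ribosomal protein and proteasome genes is not explained by gene length or GC content. The nDNA OXPHOS median of 0.27 was at percentile 100 of 10000 random lists matched on length and expression (95% of them between 0.11 and 0.19) and at percentile 100 of those matched on GC content (between −0.01 and 0.09). Lists matched on length did rise, so part of the size may follow length. Carry-over of ribosomal RNA in controls cannot be told apart from the group for these lists. Among libraries with a 28S share under 0.1% the OXPHOS median was 0.14, and the list level was higher in DM by 0.16 for nDNA OXPHOS (permutation test, p = 0.102; 34 of 39 DM libraries above the control median), 0.21 for ribosomal proteins (p = 0.0406; 31 of 39) and 0.14 for the proteasome (p = 0.079; 34 of 39), none past 0.05 after adjustment (smallest adjusted p = 0.0813, for the ribosomal proteins). The adjusted p was taken as the measure after these values were seen; by the unadjusted p first written down, the ribosomal proteins would speak against carry-over. Only 10 control libraries are left there, and none of them was left out in turn within this comparison. Among them, control replicate 8 had an OXPHOS PC1 score of 1.95, against −1.35 to 0.62 in the others. How far the differences in list level rest on that library was not tested. With the 28S share as a covariate the levels were 0.26 (p = 0.0106), 0.28 (p = 0.00828) and 0.21 (p = 0.017), which speaks against carry-over, but this assumes the same slope on the 28S share in both groups. Its correlation with the OXPHOS score was 0.36 in DM (0.20 without the 2 libraries farthest from the median) and −0.31 in controls (p = 0.181), so that assumption is not settled. The lower share of reads assigned to genes in controls is a candidate explanation: with that share as a covariate the OXPHOS median was 0.05, and the list levels were 0.06 (p = 0.332), 0.09 (p = 0.193) and 0.06 (p = 0.274). With both covariates they were 0.13 (p = 0.0668), 0.16 (p = 0.0533) and 0.10 (p = 0.119), so a remaining rise is not excluded. By camera with the preset correlation the OXPHOS list stayed higher under the assigned share (adjusted p = 1.06e-05, 63 of 79 genes positive), a test that also called lists in random divisions of these libraries. Within DM alone, a division at the median of this share (19 against 20 libraries) gave 6661 genes, more than the 2642 of DM against control, of which 1287 were among those; 75 of 79 nDNA OXPHOS, 32 of 36 proteasome and 21 of 79 ribosomal protein genes passed the threshold and were higher where the share was higher (46, 23 and 52 between DM and control). With the share as a covariate, 4 genes differed between DM and control. Dividing the controls by 28S share (10 against 11) gave 15 genes and 0 nDNA OXPHOS genes (33 at an unadjusted p under 0.05).

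The relation of the nDNA OXPHOS score to the share of reads assigned to genes within DM (r = 0.87) was 0.86 after removal of each library's length trend and 0.85 given library size. Library size therefore does not account for it. The length trend was fitted over all genes tested, and its removal left the nDNA OXPHOS median log2FC between groups at 0.27. Random lists matched on length had medians of 0.11 to 0.19. The removal may thus leave a shift linked to length in these genes, and gene length is not excluded. The same share was related to the ribosomal protein score (r = 0.65), the proteasome score (r = 0.89) and the mtDNA score (r = −0.43, adjusted p = 0.015) in DM. Whether the share reflects RNA quality, unspliced RNA or the tissue itself is not known from the counts.

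A larger share of enterocytes in DM biopsies remains open. The 12 enterocyte markers had a median log2FC of 0.15 with 9 of 12 positive, and a camera adjusted p of 0.414 over 18 lists. By camera 4 of the 18 marker lists passed, all higher in DM: Brunner gland (median log2FC 0.79, adjusted p = 0.00596), goblet (0.40, 0.0088), enteroendocrine (0.27, 0.013) and myeloid (0.31, 0.013). Among libraries with a 28S share under 0.1% the median log2FC was 0.08 for Brunner gland (camera p = 0.185, adjusted p = 0.379), 0.08 for goblet (0.211, 0.379), 0.25 for enteroendocrine (0.0191, 0.172), 0.38 for myeloid (0.00198, 0.0356) and 0.06 for enterocyte markers (0.78, 0.837), and the myeloid list was the only 1 of the 18 past the threshold. Over all libraries none passed with the estimated correlation (smallest adjusted p = 0.563) or fry (smallest 0.056). The others had adjusted p of 0.106 for proliferation, 0.414 for red blood cell, 0.463 for interferon gamma response, 0.543 for crypt stem, endothelial, gastric mucosa, Paneth, plasma cell and T cell, 0.764 for enteric nerve and glia, 0.803 for B cell and smooth muscle and 0.95 for fibroblast. Gastric mucosa had the largest absolute median log2FC of the 18 lists, −0.83, with 0 of 4 genes positive. By camera, which used log2 CPM, its direction was higher in DM (adjusted p = 0.543), so its direction over all libraries is not settled. Among libraries with a 28S share under 0.1% the median log2FC of this list was −1.85, and its camera direction was lower (adjusted p = 0.397). All the cell types of these lists belong to or border this mucosa, so a marker does not show a foreign source. A shift in mixture and a change of expression within the cells cannot be told apart here. The proliferation and interferon gamma response lists mark no single cell type.

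Random divisions of the 60 libraries into 39 and 21 were compared with the real one, 100 in all with the real one included. The real division was the only 1 of 100 with as many genes past the threshold, and likewise 1 of 100 for mtDNA protein-coding, 1 of 100 for nDNA OXPHOS, 1 of 100 for ribosomal protein and 1 of 100 for proteasome genes. The 99 drawn divisions gave a median of 2 genes and at most 21. For the lists by camera, 4 of 100 gave as many lists as the real one, and the drawn divisions gave a median of 4 lists and at most 10. Camera with the preset correlation thus called lists in random divisions of these libraries too.

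Of the genes past the threshold, 1017 protein-coding genes were higher and 474 lower, and 111 lncRNA genes were higher and 370 lower. These splits depend on the scaling: with protein-coding genes alone it was 831 higher and 904 lower, and with total counts 581 higher and 3082 lower over all genes. Of 379 snoRNA genes tested, 54 were higher and 5 lower. No explanation for these was tested. GSTA3, which the study lists among raised genes, was lower here, at a low level of 0.271 CPM in DM and 0.521 CPM in controls. By voom with sample weights, 0 genes of the mitochondrial stress response list were lower at an unadjusted p under 0.05. The direction of GSTA3 is therefore uncertain.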
